# Cellular and Molecular Response of Macrophages THP-1 during Co-Culture with Inactive *Trichophyton rubrum* Conidia

**DOI:** 10.3390/jof6040363

**Published:** 2020-12-12

**Authors:** Gabriela Gonzalez Segura, Bruna Aline Cantelli, Kamila Peronni, Pablo Rodrigo Sanches, Tatiana Takahasi Komoto, Elen Rizzi, Rene Oliveira Beleboni, Wilson Araújo da Silva Junior, Nilce Maria Martinez-Rossi, Mozart Marins, Ana Lúcia Fachin

**Keywords:** deep dermatophytosis, cytokines, microRNA NGS

## Abstract

*Trichophyton rubrum* is causing an increasing number of invasive infections, especially in immunocompromised and diabetic patients. The fungal invasive infectious process is complex and has not yet been fully elucidated. Therefore, this study aimed to understand the cellular and molecular mechanisms during the interaction of macrophages and *T. rubrum*. For this purpose, we used a co-culture of previously germinated and heat-inactivated *T. rubrum* conidia placed in contact with human macrophages cell line THP-1 for 24 h. This interaction led to a higher level of release of interleukins IL-6, IL-2, nuclear factor kappa beta (NF-κB) and an increase in reactive oxygen species (ROS) production, demonstrating the cellular defense by macrophages against dead fungal elements. Cell viability assays showed that 70% of macrophages remained viable during co-culture. Human microRNA expression is involved in fungal infection and may modulate the immune response. Thus, the macrophage expression profile of microRNAs during co-culture revealed the modulation of 83 microRNAs, with repression of 33 microRNAs and induction of 50 microRNAs. These data were analyzed using bioinformatics analysis programs and the modulation of the expression of some microRNAs was validated by qRT-PCR. In silico analysis showed that the target genes of these microRNAs are related to the inflammatory response, oxidative stress, apoptosis, drug resistance, and cell proliferation.

## 1. Introduction

*Trichophyton rubrum* is the most prevalent species in human superficial mycoses, accounting for about 69.5% of all infections caused by dermatophytes [1]. Currently, the number of immunocompromised and immunosuppressed patients with deep infections caused by dermatophytes is increasing [2,3,4].

Studies on dermatophyte–host interactions are still limited but some pre-established tools exist, including animal models, culture media supplemented with protein substrates, and cell cultures [5]. Among the cell culture, the THP-1 monocyte/macrophage line is the most widely used to evaluate the host immune response and interaction with microorganisms [6]. Basically, the host immune response in the fight against dermatophytoses depends on factors such as the host response to fungal metabolites, anatomic site affected, virulence of each infecting species [1], and local environmental characteristics [7].

Macrophage membranes possess pattern recognition receptors (PRRs) that recognize mannans and adhesins present in the cell wall of *T. rubrum*, triggering the activation of nuclear factor kappa beta (NF-κB), production of IL-1β and IL-6, and phagocytosis. Some types of fungi are able to avoid mannan receptor recognition by the host, which results in deficient immune response activation, potentiating infection. Studies have demonstrated that *T. rubrum* is able to modulate the mannan receptors found on macrophages, causing an inadequate immune response and consequent chronic infection [8,9].

An important factor of the infectious process is the monitoring of reactive oxygen species (ROS) levels since the production of these molecules by phagocytic cells (e.g., macrophages) is essential for the host’s defense mechanism to fight infection. The ROS generated by phagocytic cells are important for microbicidal activity in which these radicals damage the microbial wall, generating instability and contributing to the phagocytic process [10].

MicroRNAs are small noncoding RNAs (20 to 30 nucleotides) that have emerged as important regulators of cellular processes. These RNAs are involved in post-translational regulation, which results in the degradation of mRNA or inhibition of translation [11]. MicroRNAs are associated with different important cellular processes such as inflammatory response, immunity, oxidative stress, apoptosis, nervous system, drug resistance, and cell proliferation [12]. In humans, microRNAs are considered important regulators of immune responses since they participate in both innate and adaptive immunity [13]. However, the role of microRNAs in deep dermatophytoses is still unclear.

Within this context, the understanding of the response of human cells to dermatophytes may reveal new therapeutic targets that could result in more effective therapies against dermatophytoses [14]. In the present work, we studied the co-culture of human THP-1 macrophages with inactivated, germinated *T. rubrum* conidia and analyzed the release of interleukins, ROS induction, cell viability by the lactate dehydrogenase (LDH) assay, and expression profile of microRNAs by the MiSeq technique. This experiment was carried out to increase our understanding of the cellular and molecular processes involved in the interaction of macrophages and *T. rubrum*.

## 2. Materials and Methods

### 2.1. Trichophyton Rubrum Strain, Media and Growth Conditions

The *T. rubrum* strain College of Biological Sciences (CBS) 118892 sequenced by the Broad Institute (Cambridge, USA) was cultured on Sabouraud dextrose agar (Oxoid, Hampshire, England) for 15 days at 28 °C. Microconidia of the *T. rubrum* isolate were prepared and solution (1 × 10^7^ microconidia/mL) was grown in 5 mL liquid Sabouraud medium for 7 h under gentle shaking, as described elsewhere by [15,16]. Next, the germ tubes and hyphae were centrifuged for 10 min at 4000× *g*. The culture was washed with sterile saline. The different growth stages of *T. rubrum* were then inactivated by incubation for 60 min at 56 °C [17]. Successful heat inactivation was confirmed by further culture of heat-treated *T. rubrum*, which did not grow new colonies. The inactivated germinated *T. rubrum* microconidia were called IGC and were used in the macrophage co-culture experiments.

### 2.2. Human THP-1-Derived Macrophages, Media and Growth Conditions

The human monocytic cell line THP-1 (American Type Culture Collection ATCC TIB202), derived from an acute monocytic leukemia cell line, was purchased from Cell Lines Service GmbH (Eppelheim, Germany). The cells were cultured in Roswell Park Memorial Institute (RPMI) medium (Sigma Aldrich, St. Louis, MO, USA) supplemented with 10% fetal bovine serum at 37 °C in a humidified atmosphere containing 5% CO_2_. Sigma antibiotic solution (100 U/mL penicillin and 100 μg/mL streptomycin) was added to the medium to prevent bacterial contamination. Using a hemocytometer, THP-1 monocytes were adjusted to 1 × 10^6^ cells/mL and differentiated into macrophages using 12.5 ng/mL phorbol 12-myristate 13-acetate (PMA) dissolved in dimethyl sulfoxide (DMSO) in RPMI medium for 24 h at 37 °C in a humidified atmosphere containing 5% CO_2_. After PMA induction, THP-1 cells changed morphology and adhered to the culture dish [18].

### 2.3. Co-Culture Assay Conditions

For the co-culture, *T. rubrum* IGC were transferred to 25-cm^2^ cell culture flasks containing macrophages previously transformed with PMA. The flasks were incubated in an oven for 24 h at 37 °C in an atmosphere of 5% CO_2_. The co-culture and controls (THP-1) were observed under an optical microscope (Leica DMI 6000B Optical-Fluorescence Microscope). The co-culture flow diagram is shown in Figure 1.

### 2.4. Cell Viability

The viability of THP-1 cells prior to *T. rubrum* inoculation and after 24 h of co-culture was determined by measuring the release of lactate dehydrogenase (LDH) (TOX7 kit from Sigma-Aldrich) in RPMI medium (Sigma Aldrich) according to the manufacturer’s instructions and described elsewhere [19]. Absorbance was read in a microplate reader (Elx 800 UV Bio-Tek Instruments, Inc., Winooski, VT, USA) at 490 nm.

### 2.5. Cytokine Quantification

To confirm the activation of the macrophage cells, the proinflammatory interleukin 6 (IL-6) was quantified in co-culture supernatants and incubated for 3, 6 and 24 h as described by Das Gupta et al. [20]. After the definition of the co-culture conditions, interleukin 2 (IL-2) (31–8000 pg/mL) and interleukin IL-1βeta (IL-1β) (6–7500 pg/mL) were quantified only in 24 h co-culture supernatants. Cytokines were quantified by enzyme-linked immunosorbent assay (ELISA) using Quantikine Colorimetric Sandwich ELISA assays (Peprotech^®^) according to manufacturer’s instructions.

### 2.6. Determination of Reactive Oxygen Species

Dihydroethidium (DHE, Sigma Aldrich), an oxidative fluorescent dye, was used to evaluate in situ ROS production in a six-well cell culture plate containing the co-culture as previously described [21], with some modifications. Briefly, the unfixed co-culture was washed with phosphate buffer for 5 min, incubated with 500 µL DHE (10 µmol/L) for 1 h at room temperature in a dark chamber, and washed again three times with phosphate buffer. Each co-culture was then examined by fluorescence microscopy (Leica DMI 6000B Fluorescence Microscope) and the images were captured at 400× magnification. Red fluorescence superoxide (O_2_.^-^) and non-superoxide production were evaluated using the Image J software.

### 2.7. RNA Isolation and Integrity Analysis

Total RNA was extracted using the miRNeasy^®^ Mini kit (Qiagen, Germany) according to the manufacturer’s instructions. After extraction, the absence of proteins and phenol in the RNA was confirmed in a MidSci Nanophotometer (Midwest Scientific, St. Louis, MO, USA) and RNA integrity was assessed by microfluidic electrophoresis in an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Only RNA with an RNA integrity number (RIN) > 7.0 was used. These RNAs were quantified in a Quantus™ Fluorometer (Promega Corporation, Madison, WI, USA) to verify if they had the adequate concentration for library construction.

### 2.8. MiSeq

MicroRNAs were obtained from the total RNA. The cDNA libraries for RNA sequencing were constructed in triplicate for each condition (cultured macrophages and co-culture) using the MiSeq v2 Reagent kit (Illumina, USA) according to the manufacturer’s instructions. The libraries were validated by quantitative PCR (qPCR) (Quantification Guide, Illumina). Single-read and paired-end sequencing were performed on the HiSeq 2000 platform (Illumina) according to the manufacturer’s instructions. The MiSeq data were deposited in the Gene Expression Omnibus (GEO) database [22] under the accession number GSE149222.

### 2.9. Sequence Data Analysis

After sequencing on the HiSeq platform (Illumina), the quality of the sequences was evaluated with FastQC software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Next, adaptors, low-quality regions and sequences shorter than 17 nucleotides were removed using Trim Galore! software (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). The resulting sequences (reads) were then mapped against the hg38 version of the human genome using Bowtie software (http://bowtie-bio.sourceforge.net/index.shtml).

HTSeq software (https://htseq.readthedocs.io/en/release_0.11.1/) was used to quantify the reads mapped to regions of known microRNAs. A gene transfer format (GTF) file containing pre-microRNA annotations was used (miRbase, Release 22.1) for this purpose. The differentially expressed microRNAs were determined using the Bioconductor package edgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html) based on the false discovery rate (FDR < 0.05). The target genes of the microRNAs identified as differentially expressed were obtained from the miRTarBase (http://mirtarbase.mbc.nctu.edu.tw/php/index.php). The miRBase (http://www.mirbase.org), miRTarBase (http://mirtarbase.mbc.nctu.edu.tw/php/index.php) and PantherDB (http://www.pantherdb.org/) databases were used to discuss the relationship of microRNAs modulated in macrophages with the pathogenicity of *T. rubrum*.

### 2.10. qRT-PCR Validation

The following microRNAs were chosen for validation: miR-1291, miR-23c, and miR-6747. These microRNAs were selected because their target genes are related to pathogenicity and pathogen recognition. First, total RNA was converted to cDNA using the TaqMan^®^ MicroRNA Reverse Transcription kit and qRT-PCR was performed using Taqman^®^ MicroRNA assays, according to manufacturer’s recommendations. Gene expression levels were calculated by comparative analysis. RNU44 was used as normalizer gene as described by Gee et al. [23]. The primers and probes used were specific for miR-1291, miR-23c and miR-6747 and are available at the Thermo Fisher Scientific site (https://www.thermofisher.com/br/en/home.html).

### 2.11. In Silico Analysis

NCBI’s PubMed database was used for in silico analysis (https://www.ncbi.nlm.nih.gov/pubmed/). To discuss the relationship of these microRNAs with the pathogenicity of fungi of clinical interest, in silico analysis programs were used for the determination of microRNA pathways (http://diana.imis.athena-innovation.gr/DianaTools/index.php). For microRNAs with the highest fold change, the target genes (http://mirtarbase.mbc.nctu.edu.tw/php/index.php) and their respective biological functions (http://www.pantherdb.org/) were analyzed.

## 3. Results

### 3.1. Quantification of Interleukins in Co-Cultures of Trichophyton Rubrum with Human THP-1 Macrophages

First, to determine the most adequate time of incubation, the co-cultures were incubated for 3, 6 and 24 h. Next, IL-6, which is related to immune response activation, was quantified and we observed a higher release of IL-6 after 24 h (Figure 2A). Hence, other interleukins were quantified only after 24 h of incubation. The release of IL-1β (Figure 2B) and IL-2 (Figure 2C) was higher in the co-culture compared to control.

### 3.2. Cell Viability 

LDH quantification was used to evaluate the viability of human THP-1 macrophages in response to *T. rubrum* IGC. After 24 h of co-culture, about 70% of THP-1 cells were viable (7 × 10^5^ cells/mL). Figure 3 illustrates the results obtained for THP-1 culture (A) and co-culture of previously germinated and heat-inactivated *T. rubrum* microconidia on THP-1 (B).

### 3.3. Evaluation of Reactive Oxygen Species Production

A difference in fluorescence intensity was observed between the co-culture and control (31% versus 14%) (Figure 4A–C). This result shows that *T. rubrum* microconidia triggered a significant increase in ROS production, indicating a cellular defense response of the THP-1 cell line.

### 3.4. Differentially Expressed MicroRNAs 

Analysis of the data showed the modulation of 83 microRNAs, including the repression of 33 microRNAs and induction of 50 microRNAs (Table 1).

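THP-1 is a human monocytic cell line derived from an acute monocytic leukemia. The cells were differentiated into macrophages with 12.5 ng/mL of PMA, a phorbol ester, for 24 h. Microconidia of *T. rubrum* were germinated for 7 h and inactivated at 56 °C for 60 min (IGC), and were co-cultured with the macrophages for 24 h. MicroRNA libraries were made from 3 co-cultures and from 3 control cultures of macrophages alone. The paper and the sample labels name different RNA extraction kits. The authors trimmed the reads, mapped them to hg38 with Bowtie and counted them on miRBase microRNAs with HTSeq. The deposited files hold the raw counts of each library, without normalization, for names of mature microRNAs, whereas the methods describe the annotation as that of pre-microRNAs. The methods do not say how reads that map to several loci were counted. The control libraries I, II and III held 7227198, 6230874 and 7078158 counts, and the co-culture libraries I, II and III held 5700141, 4921745 and 4592725. Each control library was thus deeper than each co-culture library, and depth is confounded with condition. Between 949 and 989 microRNAs had at least 1 count in a control library and between 889 and 943 in a co-culture library. A single microRNA, miR-92a-3p, took 25.7% to 27.5% of the counts of a library. Here, the counts were normalized by edgeR's TMM method and compared with its quasi-likelihood test, which covered the 1354 microRNAs with at least 1 count over the 6 libraries. This test borrows the spread between replicates across microRNAs, so keeping or leaving out microRNAs of very low count can change the number of calls. In the main fit the common spread fully replaced each microRNA's own. Its standard errors and p-values therefore do not measure how far a single microRNA varied between its replicates. Intervals and limits given for counts cover counting error only, since PCR reads without molecular identifiers are not independent molecules.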

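At an adjusted p under 0.05, the false discovery rate named in the methods, 11 microRNAs differed between co-culture and control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 5 were higher and 6 lower in co-culture. At an unadjusted p under 0.05, the criterion in the note to Table 1, 74 microRNAs differed, 34 higher and 40 lower. Table 1 as printed lists 81 microRNAs, 48 induced and 33 repressed. All 81 had the printed direction in the recomputed values, 52 of them had an unadjusted p under 0.05 and 6 an adjusted p under 0.05. Table 1 was made from these same libraries, so the shared direction is a description only. The authors' deposited table of this comparison holds the same 48 and 33 microRNAs at an unadjusted p under 0.05 and gives no adjusted p. Benjamini-Hochberg adjustment of the p-values in the authors' deposited table, done here, left 6 microRNAs under 0.05. The authors' deposited table lacks 5 names that the count files hold, among them miR-99b-5p.
Among the 11, miR-10395-5p had the lowest adjusted p. It fell from 191 ± 18.9 CPM (SD, n = 3) in the controls to 40.2 ± 5.40 CPM (SD, n = 3) in co-culture, a log2 fold change of −2.25 (standard error 0.09, adjusted p = 5.12e-118 by the same test). With each library left out in turn, its log2 fold change stayed between −2.37 and −2.20. The changes of the other microRNAs whose 3 co-culture values did not overlap the 3 control values were smaller. The log2 fold change was 0.30 for miR-99b-5p, 0.38 for miR-501-3p, 0.66 for miR-212-5p and 0.71 for miR-133a-3p, and it was −0.35 for miR-19b-3p, −0.25 for miR-10a-5p and −1.44 for miR-548f-3p, with adjusted p between 1.39e-05 and 0.0316. Their exact two-sided permutation p was 0.1, the smallest that 3 libraries against 3 allow. For miR-210-3p, miR-222-5p and miR-1307-5p, also among the 11, the groups overlapped. miR-210-3p, which is in Table 1, was named after its values were seen. It had a log2 fold change of −0.53 (adjusted p = 0.00286 by the same test) and a permutation p of 0.3. Its call was kept in 2 of the 6 fits without 1 library. Over all 1354 microRNAs, 8.64% had no overlap between the groups, and the other 9 splits of the 6 libraries into 3 and 3 gave 5.61% to 8.71%. The number of calls depended on the low-count filter. With microRNAs under 10 counts over the 6 libraries left out, miR-10395-5p was the 1 call that passed, and without control replicate II there were 2.
Table 1 prints a p of 0.000 for several abundant microRNAs with small changes. The recomputed log2 fold change was −0.09 for miR-148a-3p (standard error 0.05, unadjusted p = 0.0715, adjusted p = 0.789), 0.13 for miR-378d (standard error 0.05, unadjusted p = 0.0104, adjusted p = 0.476), 0.12 for miR-378a-3p (standard error 0.05, unadjusted p = 0.0165, adjusted p = 0.619) and 0.11 for miR-941 (standard error 0.05, unadjusted p = 0.0335, adjusted p = 0.789), all by the same test. Less abundant microRNAs also have a printed p of 0.000. Among them, the recomputed log2 fold change was −0.42 for miR-331-3p (adjusted p = 0.0596), −0.33 for miR-19a-3p (adjusted p = 0.223) and −2.20 for miR-4485-3p (adjusted p = 0.0537), which had 32 counts over the control and 5 over the co-culture libraries. In Table 1, 17 microRNAs have a printed log2 fold change over 3 in either direction. Each of these 17 rested on at most 8 counts over the 6 libraries, with a count of 0 in all libraries of a group. The 5 most abundant microRNAs were miR-92a-3p, let-7a-5p, miR-191-5p, miR-30c-5p and let-7c-5p, with log2 fold changes between −0.12 and 0.04 and adjusted p of at least 0.223. From the edgeR comparison, the paper states that co-culture with IGC repressed some microRNAs and induced others.

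**Figure D1:**
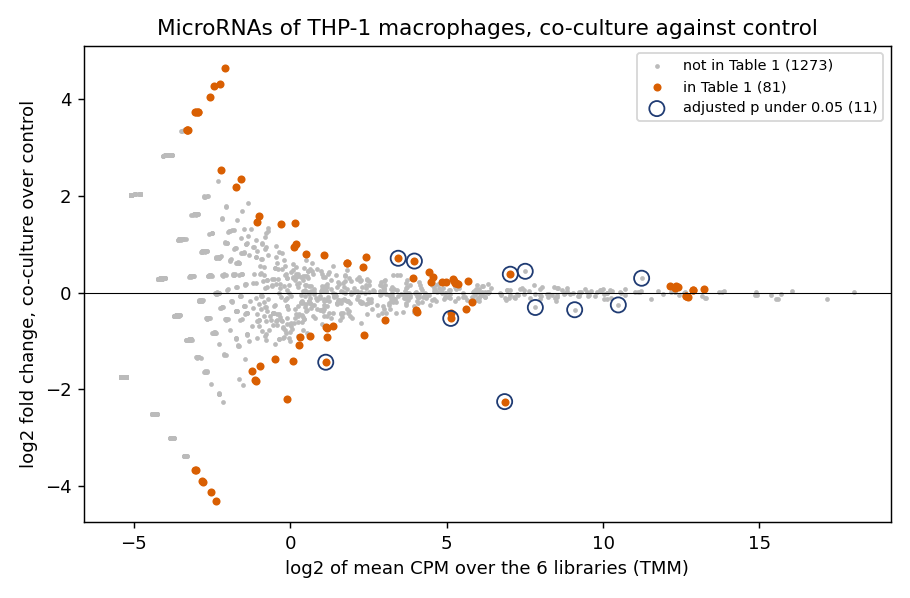
The log2 fold change of each of the 1354 tested microRNAs in co-culture over control (vertical axis) against the log2 of its mean CPM over the 6 libraries (horizontal axis). Orange points are the 81 microRNAs of Table 1, grey points the other 1273, and blue circles mark the 11 with an adjusted p under 0.05; the isolated circle below −2 is miR-10395-5p.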

### 3.5. Validation of MicroRNAs by RT-PCR

We selected three microRNAs (miR-1291, miR-23c and miR-6747) for validation by RT-PCR using Taqman^®^ probes, as illustrated in Figure 5.

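In the sequencing data, these microRNAs rested on few reads. miR-1291 had 4, 0 and 1 reads in the control libraries I, II and III and 6, 2 and 4 reads in the co-culture libraries I, II and III. miR-23c had no read in the control libraries and 2, 0 and 3 reads in the co-culture libraries. miR-6747-3p, the arm of miR-6747 that Table 1 lists, had 7, 10 and 4 reads in the control libraries and 3, 1 and 2 in the co-culture libraries. miR-6747-5p had no read in any library. The CPM of miR-6747-3p was 1.05 ± 0.509 (SD, n = 3) in the controls and 0.388 ± 0.175 (SD, n = 3) in co-culture, a log2 fold change of −1.37 (standard error 0.71). Its unadjusted p was 0.0454 and its adjusted p 0.789 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 3 co-culture values lay below the 3 control values (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). Relative to depth, the 6 co-culture reads against 21 control reads give a ratio of 0.378, with a 95% exact (Clopper-Pearson) interval of 0.125 to 0.968. The precursor MIR6747 lies on chromosome 11 of hg38 from 62567011 to 62567071, minus strand, in an intron of EEF1G (GENCODE). The RT-PCR measurements of Figure 5 were not analysed here.

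**Figure D2:**
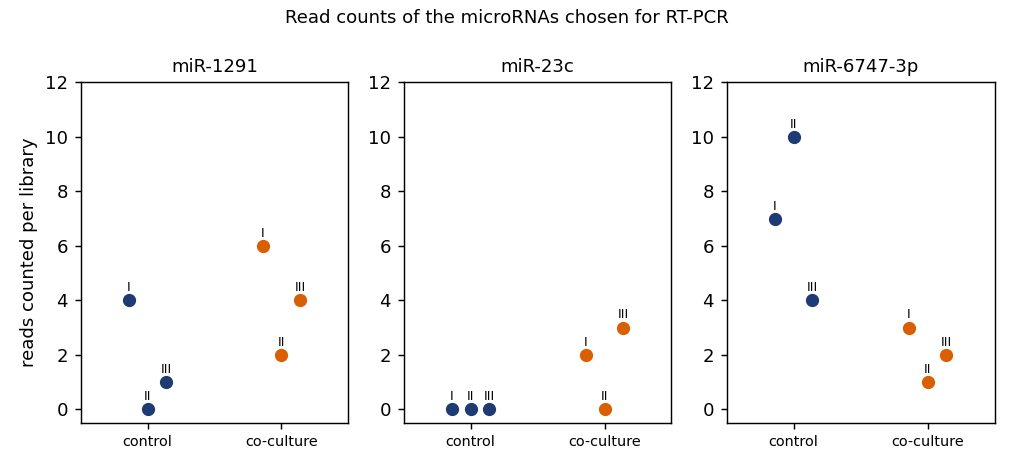
Reads counted per library (vertical axis) for miR-1291, miR-23c and miR-6747-3p in the 3 control and the 3 co-culture libraries, each point a library with its replicate number. The counts lie between 0 and 10 reads, and those of miR-1291 overlap between the groups.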

### 3.6. In Silico Analysis of Significantly Modulated MicroRNAs 

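The 2 largest induced and the largest repressed fold changes printed in Table 1 belong to miR-1244, miR-3202 and miR-144-3p, and these had few reads. All 8 reads of miR-1244 were in co-culture library I, and the other 5 libraries had none, so that nothing remains of the difference without that library. For miR-3202, co-culture libraries I, II and III had 0, 2 and 4 reads and the control libraries none. For miR-144-3p, control libraries I, II and III had 5, 2 and 1 reads, and for miR-3682-3p 3, 1 and 2 reads, while the co-culture libraries had none of either. For a group without reads a fold change is a bound, computed against a limit of 3 counts over the group. It takes the reads of the other group as exact and leaves out their counting error. A change smaller than the bound is therefore not excluded. Relative to depth, the bound was 3.53-fold higher in co-culture for miR-1244 and 2.65-fold higher for miR-3202. It was 2.02-fold lower for miR-144-3p and 1.51-fold lower for miR-3682-3p. These bounds depended on single libraries. No bound is left for miR-3202 without co-culture replicate III (2 reads), or for miR-144-3p and miR-3682-3p without control replicate I (3 reads each). Without a co-culture library the bound of miR-3682-3p was between 0.958-fold and 1.06-fold, which includes no change, and that of miR-144-3p between 1.28-fold and 1.41-fold. Without a control library the bound of miR-3202 was between 1.72-fold and 1.83-fold and that of miR-1244 between 2.30-fold and 2.43-fold. Without co-culture replicate I the bound of miR-3202 was 4.18-fold, and without co-culture replicate II that of miR-1244 was 5.31-fold. The adjusted p was 0.223 for miR-1244, 0.476 for miR-3202, 0.547 for miR-144-3p and 0.789 for miR-3682-3p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The exact two-sided permutation p was 1 for miR-1244 and 0.4 for miR-3202, and it was 0.1 for miR-144-3p and miR-3682-3p, the smallest that 3 against 3 allow. miR-1244 is annotated at 4 loci of hg38 (GENCODE). One of them, MIR1244-1 on chromosome 2 from 231713314 to 231713398, plus strand, overlaps an exon of the protein-coding gene PTMA. MIR3202-1 and MIR3202-2 overlap each other on opposite strands of chromosome X (153981097 to 153981177), in an intron of TMEM187. MIR144 lies on chromosome 17 from 28861533 to 28861618, minus strand, and MIR3682 on chromosome 2 from 53849122 to 53849205, minus strand, in an intron of ASB3.

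**Figure D3:**
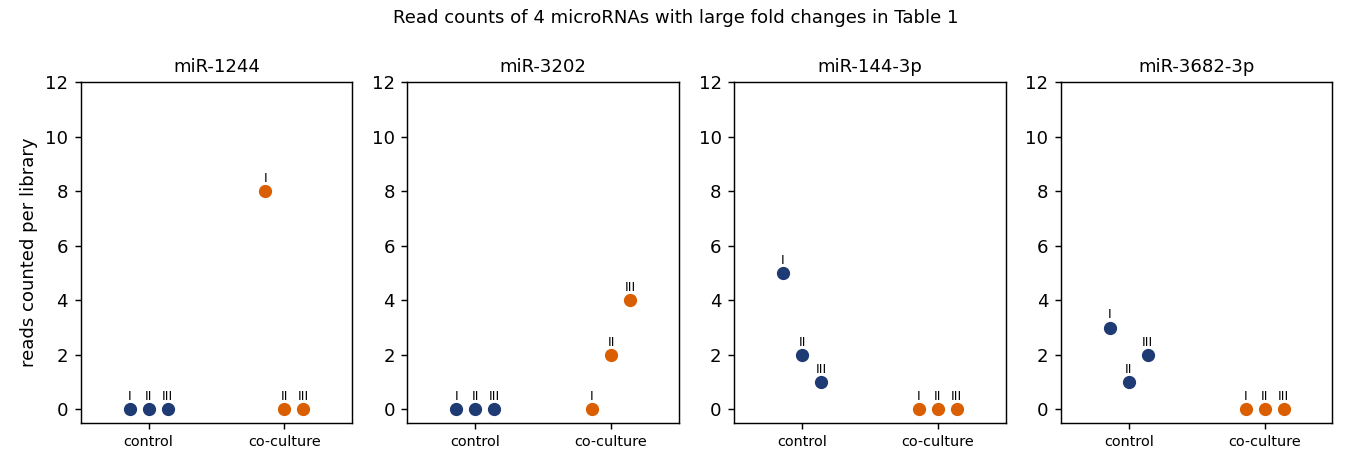
Reads counted per library (vertical axis) for miR-1244, miR-3202, miR-144-3p and miR-3682-3p in the 3 control and the 3 co-culture libraries, each point a library with its replicate number. Each microRNA has a group in which every library is at 0, and the highest count is the 8 reads of miR-1244 in co-culture library I.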

For microRNAs showing the most significant modulation, some target genes and pathways related to the immune system were selected in the databases and are shown in Table 2 and Table 3.

## 4. Discussion

Although infections caused by dermatophytes are usually superficial, many studies have demonstrated the capacity of these keratinolytic fungi to cause serious deep dermatophytoses. Cases of deep infections increase along with the numbers of immunosuppressed and immunocompromised patients [24] and even in individuals without immunological alterations [25]. These data confirm the inefficacy of current antifungal therapies associated with the selection of strains resistant to the pathogen [26]. However, the mechanism of the host immune response to deep dermatophytoses has not been elucidated [7]. In an attempt to better understand this mechanism, the present study described the release of proinflammatory interleukins, ROS induction and modulation of microRNAs in human THP-1 macrophages co-cultured with *T. rubrum* IGC for 24 h. This is the first study analyzing this interaction by next-generation sequencing of microRNAs.

According to Das Guptas et al. [20], increased interleukin production compared to control is an indicator of immune response activation. Quantification of IL-6 showed that *T. rubrum* IGC activated the macrophage response after 24 h. Other studies on mice infected with *Candida albicans* have suggested that IL-6 is fundamental for protection against candidiasis [27].

In the present study, *T. rubrum* IGC sensitized macrophages and provoked the release of IL-1β and IL-2. The literature also reports an increase in IL-1β release after the sensitization of murine bone marrow macrophages with *T. rubrum* [28]. In addition, IL-1β is involved in the control of the proliferation of *T. rubrum* microconidia inside murine macrophages [28]. On the other hand, [29] did not observe the release of IL-2 in macrophages stimulated with bacterial lipopolysaccharide (LPS), suggesting that the increase in IL-2 release is related to the interaction with 1,3-ß-glucans and found exclusively on the fungal cell wall [30]. In infections caused by *Aspergillus fumigatus*, IL-2 production particularly increased during the period of germination of the fungus [31]. These data suggest a correlation between IL-2 release and invasive fungal infections.

In our experimental infection tool, we found high levels of ROS and IL-1β production. It is known that ROS production destabilizes the microbial cell wall [32]. Reduced expression of IL-1β and inactivation of inflammatory pathways were observed after the inhibition of mitochondrial ROS production in lung cells stimulated with *Aspergillus* proteases [33]. A study using co-cultures of *T. rubrum* conidia with murine macrophages has shown the inhibition of interferon-γ reduced ROS production and the cells were no longer able to control the fungal load, suggesting a role of ROS in the control of deep infections [34]. We therefore suggest the effective participation of ROS and IL-1β in the inflammatory process against *T. rubrum*, in agreement with literature data [35].

MicroRNAs can control the activation of cells of the innate immune system, such as macrophages, natural killer cells and dendritic cells [20,36,37]. The expression of microRNAs enables a rapid response of cells to the presence of pathogens, intensifying inflammatory reactions by inhibiting the translation of certain genes [38]. Das Guptas et al. [20] showed that dendritic cells and human monocytes expressed miR-132 only when stimulated with germinated and inactivated *A. fumigatus* conidia, while no expression of this microRNA was observed when the cells were stimulated with LPS [39]. Differential modulation was observed of the expression of nine different microRNAs related to the immune response mediated by macrophages derived from murine bone marrow exposed to different developmental stages of *Candida albicans*.

We observed the induction of miR-23c in the deep infection tool used in this study, suggesting that this microRNA might be related to the cell response in infections caused by *T. rubrum*. This dermatophyte has been identified as a pathogen causing deep infections in patients with type 2 diabetes mellitus [4]. 

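Against the limit of 3 counts over the control libraries, the bound for miR-23c was 2.21-fold higher in co-culture relative to depth. This bound takes the 5 co-culture reads as exact, so a smaller change is not excluded. Without co-culture replicate I, 3 reads remain, and without co-culture replicate III 2 reads, so that neither leaves a bound. Without a control library the bound was 1.44-fold (replicate I), 1.52-fold (replicate II) or 1.45-fold (replicate III), and without co-culture replicate II it was 3.32-fold. Its unadjusted p was 0.0208 and its adjusted p 0.705 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The exact two-sided permutation p was 0.4 over the 3 libraries of each group, since co-culture library II had no read. At this depth the difference was not detectable after adjustment, and under every alternative that kept miR-23c in the test the adjusted p was between 0.311 and 1. MIR23C lies on chromosome X of hg38 from 20017088 to 20017187, minus strand, in an intron of MAP7D2 (GENCODE). Its relatives MIR23A, on chromosome 19 from 13836587 to 13836659, and MIR23B, on chromosome 9 from 95085208 to 95085304, were far more abundant. miR-23a-3p had 998 ± 41.0 CPM (SD, n = 3) in the controls and 1052 ± 98.1 CPM (SD, n = 3) in co-culture, a log2 fold change of 0.08 (standard error 0.06, adjusted p = 0.789). miR-23b-3p had 956 ± 38.4 CPM (SD, n = 3) and 997 ± 94.2 CPM (SD, n = 3), a log2 fold change of 0.06 (standard error 0.06, adjusted p = 0.789 by the same test). The 3 values of the groups overlapped for both (exact two-sided permutation test, p = 0.5 for miR-23a-3p and 0.6 for miR-23b-3p). The precursor sequence of MIR23C is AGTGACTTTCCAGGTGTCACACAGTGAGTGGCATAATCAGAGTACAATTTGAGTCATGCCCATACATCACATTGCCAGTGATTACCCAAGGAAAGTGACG. Its longest exact stretch in common with MIR23A, and also with MIR23B, is ATCACATTGCCAG, of 13 nucleotides. MIR23A and MIR23B have AAATCACATTGCCAGGGATT, of 20 nucleotides, in common. Where MIR23C has ATCACATTGCCAGTGATTACC, MIR23B has ATCACATTGCCAGGGATTACC, which differs by a single base. Settings for mismatches are not given, so it is not excluded that reads of these relatives were counted as miR-23c. Since the counting of reads that match several loci is not described, the counts of miR-23a-3p and miR-23b-3p were not taken as separate measurements. From the induction of miR-23c, the paper proposes that it might be related to how cells respond in *T. rubrum* infections.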

MiR-23c has been little explored in the literature but [40] has suggested the involvement of miR-23c in diabetic nephropathy. Skin infections are observed in 47.5% of patients with type 2 diabetes mellitus and *T. rubrum* was the predominant isolate in most lower limb lesions of these patients [41]. Amin et al. showed that miR-23c is involved in the regulation of foot ulcer healing in patients diagnosed with type 2 diabetes, in which this microRNA may act as a new regulator of the inhibition of angiogenesis [42].

The MiSeq data indicated the modulation of miR-1291. 

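For miR-1291, the mean was 0.236 ± 0.294 CPM (SD, n = 3) in the control libraries and 0.776 ± 0.350 CPM (SD, n = 3) in the co-culture libraries. The log2 fold change was 1.59 (standard error 0.85), with an unadjusted p of 0.0485 and an adjusted p of 0.789 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The values of the 3 libraries of each group overlapped (exact two-sided permutation test, p = 0.2, where 0.1 is the smallest possible). The 12 co-culture reads against 5 control reads give a ratio of 3.18 relative to depth, with a 95% exact (Clopper-Pearson) interval of 1.04 to 11.5. With each library left out in turn, the log2 fold change lay between 1.09 (without control replicate II) and 3.03 (without control replicate I). MIR1291 lies on chromosome 12 of hg38 from 48654444 to 48654530, minus strand. In the GENCODE annotation it lies within an exon of the small nucleolar RNA gene SNORA2C, on the same strand, and in an intron of KANSL2.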

The in silico data suggest that this microRNA is involved in the modulation of heme oxygenase 1 (HO-1). HO-1 is a cytoprotective enzyme that plays a critical role in the defense of the body against injuries caused by oxidizing agents. Within this context, the inhibition of HO-1 by the pathogen may lead to dysregulation of the inflammatory response, impairing elimination of the microorganism by the immune system [43]. MiR-6747 regulates the MAPK pathway, which plays an important role in the inflammatory response. Ishida et al. [44] showed that ß-glucans present in the cell wall of *C. albicans* promoted the activation of pathways such as ROS, p38 MAPK and Nrf2, with the consequent induction of HO-1 in oral keratinocytes, demonstrating the role of this enzyme in the stress response to infection.

There are several pattern recognition receptors in macrophage membranes that recognize mannans and adhesins present in the cell wall of *T. rubrum,* but little is known about the factors that mediate the adhesion of dermatophytes [45]. Using the Dermatophyte Tandem Repeats Database (DTRDB) [46], Bitencourt et al., [47] identified four *T. rubrum* genes (TERG_08771, TERG 05644, TERG_05576, and TERG_08369) containing tandem repeat (TR) patterns that exhibited characteristics of cell wall proteins involved in adhesion [48]. TRs are short DNA sequences that are involved in a variety of adaptive functions, including the process of fungal infection [48]. The TERG_08771 gene codes a putative adhesin-like gene similar to an adhesin (MAD1) of *Metarhizium anisopliae* [49] and to a cell surface protein of *Aspergillus fumigatus* (cspA, Afu3g08990). It also exhibits sequence similarity with genes of other dermatophyte species, indicating that the repetitive units are conserved across species. This gene may play an important role in the early stages of infection since it was expressed in medium containing keratin, in an in vitro model of keratinocyte HACat that simulates superficial infection [47]. Moreover, this gene might be related to the response to antifungal agents, such fluconazol, amphotericin B and congo red [50]. Further experiments using the THP-1 macrophage co-cultivation tool with other fungal species should be carried out to address whether the response of macrophages to the dead fungal elements of *T. rubrum* may not be specific due to the similarity of the adhesins shared among the different fungi species.

## 5. Conclusions

The interaction of human THP-1 with *T. rubrum* IGC increased the release of interleukins and ROS, indicating stimulation of a cellular defense response. In addition, this interaction showed modulation of different microRNAs (miR-1291, miR-23c and miR-6747) that could be involved in the modulation of response to infection.

## Figures and Tables

**Figure 1:**
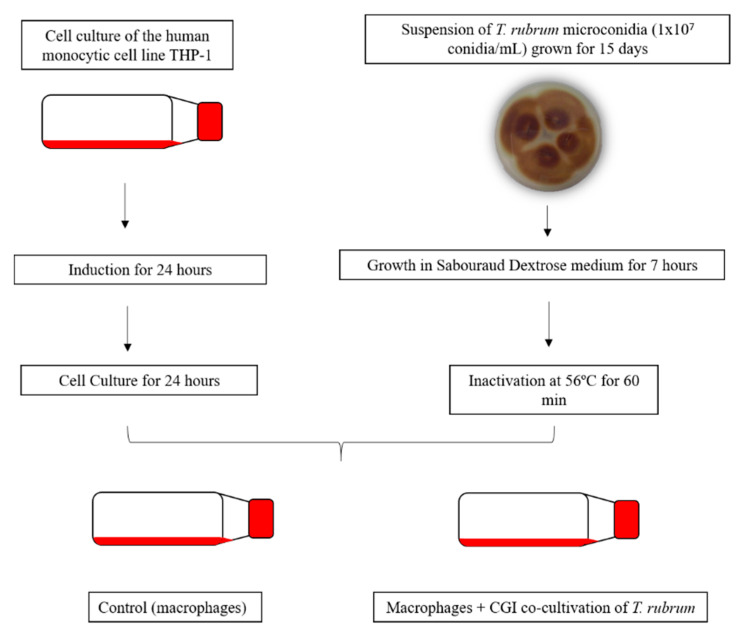
Flow diagram of macrophages and conidia germinated and heat-inactivated (CGI) of *T. rubrum* co-cultivation.

**Figure 2:**
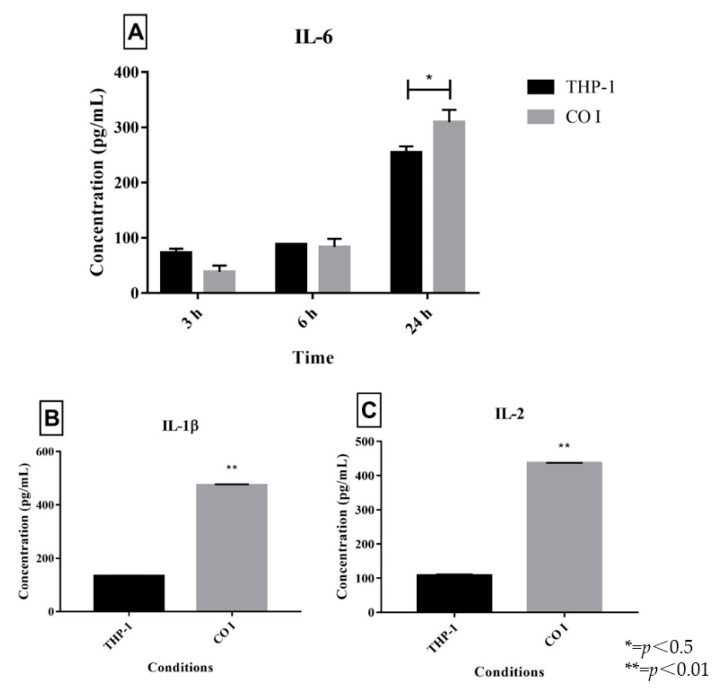
Quantification of IL-6 after different incubation times (**A**) and IL-1β (**B**) and IL-2 (**C**) in co-cultures of inactivated germinated *Trichophyton rubrum* microconidia (CGI) with human THP-1 macrophages compared to control (THP-1) after 24 h.

**Figure 3:**
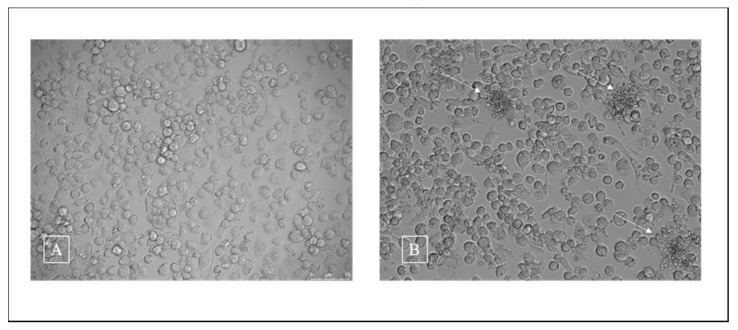
Co-culture of inactivated *Trichophyton rubrum* microconidia with THP-1 cells for 24 h. (**A**): THP-1 cell line (magnification 400×). (**B**): Co-culture. The arrows indicate fungal elements in contact with macrophages (magnification 400×).

**Figure 4:**
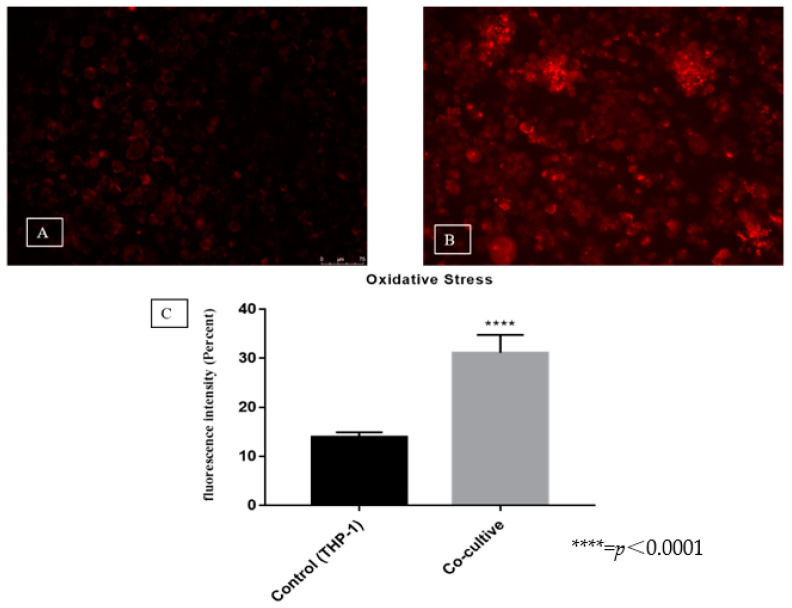
Representative photomicrograph of fluorescence intensity in the control (**A**) and co-culture (**B**). Quantification of fluorescence intensity (**C**).

**Figure 5:**
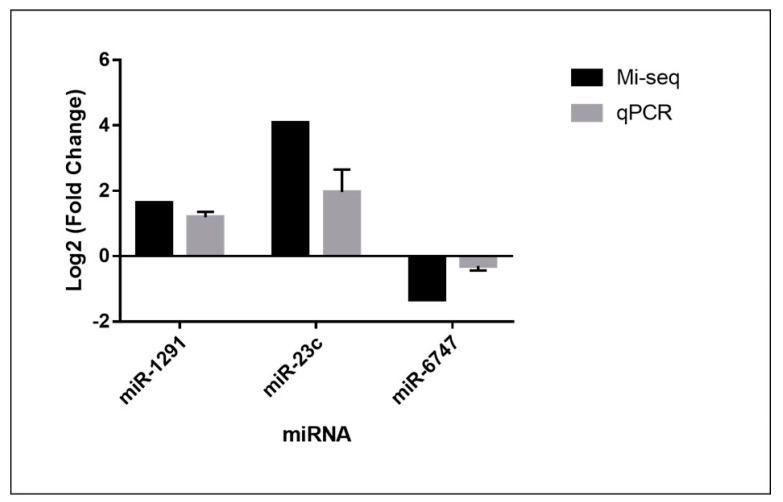
Comparison of gene modulation analyzed by microRNA-seq and quantitative PCR (qPCR). The error bars represent the standard error of three independent replicates.

**Table 1:** Differentially expressed microRNAs in co-cultures of *Trichophyton rubrum* with human THP-1 macrophages.

Expression	microRNA	Log2 Fold Change	*p*-Value	Expression	microRNA	Log2 Fold Change	*p*-Value
Upregulated	hsa-miR-1244	4.58	0.012	Downregulated	hsa-let-7g-5p	−0.04	0.017
	hsa-miR-3202	4.37	0.006		hsa-let-7i-5p	−0.04	0.010
	hsa-miR-4751	4.28	0.006		hsa-miR-148a-3p	−0.06	0.000
	hsa-miR-23c	4.07	0.018		hsa-miR-450b-5p	−0.16	0.042
	hsa-miR-3680-5p	3.78	0.026		hsa-miR-19a-3p	−0.29	0.000
	hsa-miR-3129-3p	3.77	0.027		hsa-miR-10395-3p	−0.34	0.041
	hsa-miR-153-5p	3.72	0.029		hsa-miR-582-5p	−0.37	0.021
	hsa-miR-5696	3.70	0.029		hsa-miR-331-3p	−0.39	0.000
	hsa-miR-4523	3.43	0.049		hsa-miR-210-3p	−0.51	0.009
	hsa-miR-3691-3p	3.42	0.050		hsa-miR-195-5p	−0.52	0.037
	hsa-miR-4507	3.42	0.050		hsa-miR-218-5p	−0.67	0.050
	hsa-miR-1292-5p	2.57	0.019		hsa-miR-34b-3p	−0.67	0.036
	hsa-miR-16-1-3p	2.37	0.009		hsa-miR-3135b	−0.69	0.042
	hsa-miR-6810-5p	2.21	0.027		hsa-miR-1246	−0.85	0.033
	hsa-miR-1291	1.62	0.037		hsa-miR-96-5p	−0.86	0.030
	hsa-miR-378h	1.49	0.035		hsa-miR-769-3p	−0.88	0.010
	hsa-miR-4767	1.46	0.003		hsa-miR-33b-3p	−0.89	0.046
	hsa-miR-9901	1.46	0.018		hsa-miR-6793-3p	−1.05	0.021
	hsa-miR-885-5p	1.04	0.032		hsa-miR-6747-3p	−1.33	0.033
	hsa-miR-3188	0.97	0.041		hsa-miR-1908-3p	−1.37	0.006
	hsa-miR-590-5p	0.84	0.041		hsa-miR-548f-3p	−1.40	0.000
	hsa-miR-627-3p	0.82	0.016		hsa-miR-3619-3p	−1.49	0.033
	hsa-miR-133b	0.77	0.007		hsa-miR-3187-3p	−1.58	0.048
	hsa-miR-133a-3p	0.74	0.004		hsa-miR-4786-5p	−1.78	0.040
	hsa-miR-212-5p	0.69	0.000		hsa-miR-3189-3p	−1.79	0.033
	hsa-miR-1343-3p	0.65	0.028		hsa-miR-4485-3p	−2.17	0.000
	hsa-miR-224-5p	0.65	0.035		hsa-miR-10395-5p	−2.22	0.000
	hsa-miR-106a-5p	0.57	0.044		hsa-miR-548ai	−3.65	0.023
	hsa-miR-193a-3p	0.46	0.003		hsa-miR-3663-3p	−3.66	0.019
	hsa-miR-501-3p	0.42	0.009		hsa-miR-5187-3p	−3.87	0.024
	hsa-miR-6511a-3p	0.34	0.043		hsa-miR-3682-3p	−3.90	0.012
	hsa-miR-1976	0.34	0.044		hsa-miR-6876-5p	−4.11	0.005
	hsa-miR-1249-3p	0.32	0.003		hsa-miR-144-3p	−4.28	0.010
	hsa-miR-23a-5p	0.28	0.001				
	hsa-miR-29b-3p	0.27	0.001				
	hsa-miR-100-5p	0.26	0.017				
	hsa-miR-124-3p	0.26	0.026				
	hsa-miR-181c-3p	0.25	0.034				
	hsa-miR-326	0.24	0.004				
	hsa-miR-2116-3p	0.24	0.004				
	hsa-miR-1301-3p	0.22	0.007				
	hsa-miR-378c	0.17	0.001				
	hsa-miR-378d	0.16	0.000				
	hsa-miR-378a-3p	0.15	0.000				
	hsa-miR-941	0.14	0.000				
	hsa-miR-221-3p	0.11	0.001				
	hsa-miR-30e-3p	0.08	0.008				
	hsa-miR-30a-3p	0.08	0.007				

**Note:**Table 1 shows different microRNAs at *p* < 0.05.

**Table 2:** In silico analysis of induced microRNAs with the highest fold change and some target genes and pathways involved.

miRNA	Target Genes	Pathways Involved
hsa-miR-1244	MAPK1-CSNK1A1-ACER2-AVPR1A1-TDGF1P3-HSP90AA1-SMAD7-ABHD2-RAB10-TMEM161B-HSBP1-UQCRB-AKR1B10	Beta cells activation; cytokine- and chemokine-mediated inflammation; integrity signaling; T cell activation; immune system; stimulus response
hsa-miR-3202	VAMP3-PLCG2-CACNB1-SDK1-UBE25-TRAF6-MYH2-ARRB2-SMARCD1-TNFSF15-FPR1-SESN2-HSPA6-CCL16-SXT7-NR1H2-PKM-MAG-JUNB-UBE4B-RNF185	5HT1, 5HT2, 5HT3, 5HT4 receptors; Beta cells activation; β1, β2 and β3 adrenergic receptors, release of corticotropin, histamine; ubiquitin; P38 MAPK; WNT; immune system; stimulus response
hsa-miR-1291	SPINT3-CHRNB2-ERN1-TAPBP-LIMD1- HO-1	Stimulus response

**Table 3:** In silico analysis of repressed microRNAs with the highest fold change and some target genes and pathways involved.

miRNA	Target Genes	Pathways Involved
hsa-miR-6747	PRKX-GNB5-SYK-ITPR2-IL6R-SPIB-FOXO3-SPIC-SRF-UBE2B-TXR-HMGB1-GBP4-TLR10-SLFN13-FPR1-TLR7-BMPR1A-UGGT2-SIGLEC9-DENNDSB-GSR-PAQR7-SGTB-F2-SSR1-RBM43-FCAR-CCS-KCNMB1-	5HT1, 5HT2, 5HT3, 5HT4 receptors; β cell activation; interleukin, corticotropin release; ubiquitin; P38 MAPK; immune system; stimulus response
hsa-miR-3682-3p	MYLK-UBA6-TXLNG-SRRT-IL7R	Cytokine-mediated inflammation; ubiquitin; immune system; stimulus response
hsa-miR-144-3p	CPS1-RAC1-MAP3K4-GNG12-UBE2A-FZD6-SMARCAS-SMAD4-FBXW7-ARIDIA-ARID1B-MYCN-WNT7A-MAP3K4-PTGS2-GNG12-DAB2-ACSL4-PTGS2-DENNDSB-HSPA13-YOD1-TGFB1-IRS1-LEFTY1	Arginine biosynthesis; β cell activation; stress response; T cell activation; cytokine receptor-mediated signaling; ubiquitin; WNT; P38 MAPK; Toll receptor; MYO signaling, histamine H1 and H2; immune response; stimulus response

## References

[1] Hube B., Hay R., Brasch J., Veraldi S., Schaller M. (2015). Dermatomycoses and inflammation: The adaptive balance between growth, damage, and survival. J. Mycol. Med..

[2] Costa J.E.F., Neves R.P., Delgado M.M., Lima-Neto R.G., Morais V.M.S., Coêlho M.R.C.D. (2015). Dermatophytosis in patients with human immunodeficiency virus infection: Clinical aspects and etiologic agents. Acta Trop..

[3] Kershenovich R., Sherman S., Reiter O., Huss S.R., Didkovsky E., Mimouni D., Hodak E., Segal R. (2017). A Unique Clinicopathological Manifestation of Fungal Infection: A Case Series of Deep Dermatophytosis in Immunosuppressed Patients. Am. J. Clin. Dermatol..

[4] Kim S.H., Jo I.H., Kang J., Joo S.Y., Choi J.H. (2016). Dermatophyte abscesses caused by Trichophyton rubrum in a patient without pre-existing superficial dermatophytosis: A case report. BMC Infect. Dis..

[5] Faway É., Cambier L., Mignon B., Poumay Y., De Rouvroit C.L. (2017). Modeling dermatophytosis in reconstructed human epidermis: A new tool to study infection mechanisms and to test antifungal agents. Med. Mycol..

[6] Madhvi A., Mishra H., Leisching G.R., Mahlobo P.Z., Baker B. (2019). Comparison of human monocyte derived macrophages and THP1-like macrophages as in vitro models for M. tuberculosis infection. Comp. Immunol. Microbiol. Infect. Dis..

[7] Criado P.R., de Oliveira C.B., Dantas K.C., Takiguti F.A., Benini L.V., Vasconcellos C. (2011). Micoses superficiais e os elementos da resposta imune. An. Bras. Dermatol..

[8] Calderon R.A., Hay R.J. (1987). Fungicidal activity of human neutrophils and monocytes on dermatophyte fungi, Trichophyton quinckeanum and Trichophyton rubrum. Immunology.

[9] Mignon B., Tabart J., Baldo A., Mathy A., Losson B., Vermout S. (2008). Immunization and dermatophytes. Curr. Opin. Infect. Dis..

[10] Murray P.J., Wynn T.A. (2011). Protective and pathogenic functions of macrophage subsets. Nat. Rev. Immunol..

[11] Raisch J., Darfeuille-Michaud A., Nguyen H.T.T. (2013). Role of microRNAs in the immune system, inflammation and cancer. World J. Gastroenterol..

[12] Bartel D.P. (2004). MicroRNAs: Genomics, Biogenesis, Mechanism, and Function. Cell.

[13] Saba R., Sorensen D.L., Booth S.A. (2014). MicroRNA-146a: A dominant, negative regulator of the innate immune response. Front. Immunol..

[14] Ma C., Li Y., Li M., Deng G., Wu X., Zeng J., Hao X., Wang X., Liu J., Cho W.C.S. (2014). MicroRNA-124 negatively regulates TLR signaling in alveolar macrophages in response to mycobacterial infection. Mol. Immunol..

[15] Cantelli B.A.M., Bitencourt T.A., Komoto T.T., Beleboni R.O., Marins M., Fachin A.L. (2017). Caffeic acid and licochalcone A interfere with the glyoxylate cycle of Trichophyton rubrum. Biomed. Pharmacother..

[16] Petrucelli M., Peronni K., Sanches P., Komoto T., Matsuda J., Silva W., Beleboni R., Martinez-Rossi N., Marins M., Fachin A. (2018). Dual RNA-Seq Analysis of Trichophyton rubrum and HaCat Keratinocyte Co-Culture Highlights Important Genes for Fungal-Host Interaction. Genes.

[17] Chai L.Y.A., Kullberg B.J., Vonk A.G., Warris A., Cambi A., Latgé J.P., Joosten L.A.B., Van Der Meer J.W.M., Netea M.G. (2009). Modulation of toll-like receptor 2 (TLR2) and TLR4 responses by Aspergillus fumigatus. Infect. Immun..

[18] Bener G., Félix A.J., de Diego C.S., Fabregat I.P., Ciudad C.J., Noé V. (2016). Silencing of CD47 and SIRPα by Polypurine reverse Hoogsteen hairpins to promote MCF-7 breast cancer cells death by PMA-differentiated THP-1 cells. BMC Immunol..

[19] Santiago K., Bomfim G.F., Criado P.R., Almeida S.R. (2014). Monocyte-Derived Dendritic Cells from Patients with Dermatophytosis Restrict the Growth of Trichophyton rubrum and Induce CD4-T Cell Activation. 2014, 9, 1–8. PLoS ONE.

[20] Das Gupta M., Fliesser M., Springer J., Breitschopf T., Schlossnagel H., Schmitt A.L., Kurzai O., Hünniger K., Einsele H., Löffler J. (2014). Aspergillus fumigatus induces microRNA-132 in human monocytes and dendritic cells. Int. J. Med. Microbiol..

[21] Rizzi E., Amaral J.H., Guimarães D.A., Conde-Tella S.O., Pinheiro L.C., Gerlach R.F., Castro M.M., Tanus-Santos J.E. (2019). Nitrite treatment downregulates vascular MMP-2 activity and inhibits vascular remodeling in hypertension independently of its antihypertensive effects. Free Radic. Biol. Med..

[22] Edgar R. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

[23] Gee H.E., Buffa F.M., Camps C., Ramachandran A., Leek R., Taylor M., Patil M., Sheldon H., Betts G., Homer J. (2011). The small-nucleolar RNAs commonly used for microRNA normalisation correlate with tumour pathology and prognosis. Br. J. Cancer.

[24] Bouazzi D., Fabricius S., Jemec G.B., Lindhardt Saunte D.M. (2019). Invasive dermatophytosis mimicking vasculitis. Med. Mycol. Case Rep..

[25] Matsuzaki Y., Ota K., Sato K., Nara S., Yaguchi T., Nakano H., Sawamura D. (2013). Deep pseudocystic dermatophytosis caused by trichophyton rubrum in a patient with myasthenia gravis. Acta Derm. Venereol..

[26] Balci D.D., Cetin M. (2008). Widespread, chronic, and fluconazole-resistant *Trichophyton rubrum* infection in an immunocompetent patient. Mycoses.

[27] Romani L., Puccetti P., Bistoni F. (1997). Interleukin-12 in infectious diseases. Clin. Microbiol. Rev..

[28] Yoshikawa F.S.Y., Ferreira L.G., de Almeida S.R. (2015). IL-1 signaling inhibits trichophyton rubrum conidia development and modulates the IL-17 response in vivo. Virulence.

[29] Granucci F., Feau S., Angeli V., Trottein F., Ricciardi-Castagnoli P. (2003). Early IL-2 Production by Mouse Dendritic Cells Is the Result of Microbial-Induced Priming. J. Immunol..

[30] Sancho D., Reis e Sousa C. (2012). Signaling by Myeloid C-Type Lectin Receptors in Immunity and Homeostasis. Annu. Rev. Immunol..

[31] Jiang T., Zhou C., Ren S. (2016). Role of IL-2 in cancer immunotherapy. Oncoimmunology.

[32] Regev-Shoshani G., Shoseyov O., Bilkis I., Kerem Z. (2003). Glycosylation of resveratrol protects it from enzymic oxidation. Biochem. J..

[33] Kim Y.H., Lee S.H. (2017). Mitochondrial reactive oxygen species regulate fungal protease-induced inflammatory responses. Toxicology.

[34] Baltazar L.D., Santos P.C., de Paula T.P., Rachid M.A., Cisalpino P.S., Souza D.G., Santos D.A. (2014). IFN-γ impairs Trichophyton rubrum proliferation in a murine model of dermatophytosis through the production of IL-1β and reactive oxygen species. Med. Mycol..

[35] Tóth E.J., Boros É., Hoffmann A., Szebenyi C., Homa M., Nagy G., Vágvölgyi C., Nagy I., Papp T. (2017). Interaction of THP-1 monocytes with conidia and hyphae of different Curvularia strains. Front. Immunol..

[36] Quinn E.M., Wang J.H., O’Callaghan G., Redmond H.P. (2013). MicroRNA-146a Is Upregulated by and Negatively Regulates TLR2 Signaling. PLoS ONE.

[37] Smyth L.A., Boardman D.A., Tung S.L., Lechler R., Lombardi G. (2015). MicroRNAs affect dendritic cell function and phenotype. Immunology.

[38] Drury R.E., O’Connor D., Pollard A.J. (2017). The clinical application of MicroRNAs in infectious disease. Front. Immunol..

[39] Agustinho D.P., de Oliveira M.A., Tavares A.H., Derengowski L., Stolz V., Guilhelmelli F., Mortari M.R., Kuchler K., Silva-Pereira I. (2017). Dectin-1 is required for miR155 upregulation in murine macrophages in response to Candida albicans. Virulence.

[40] Li X., Zeng L., Cao C., Lu C., Lian W., Han J., Zhang X., Zhang J., Tang T., Li M. (2017). Long noncoding RNA MALAT1 regulates renal tubular epithelial pyroptosis by modulated miR-23c targeting of ELAVL1 in diabetic nephropathy. Exp. Cell Res..

[41] Parada H., Veríssimo C., Brandão J., Nunes B., Boavida J., Duarte R., Peerally Z., Oliveira R., Rosado L., Sabino R. (2013). Dermatomycosis in lower limbs of diabetic patients followed by podiatry consultation. Rev. Iberoam. Micol..

[42] Amin K.N., Umapathy D., Anandharaj A., Ravichandran J., Sasikumar C.S., Chandra S.K.R., Kesavan R., Kunka Mohanram R. (2020). miR-23c regulates wound healing by targeting stromal cell-derived factor-1α (SDF-1α/CXCL12) among patients with diabetic foot ulcer. Microvasc. Res..

[43] Chung S.W., Hall S.R., Perrella M.A. (2009). Role of haem oxygenase-1 in microbial host defence. Cell. Microbiol..

[44] Ishida Y., Ohta K., Naruse T., Kato H., Fukui A., Shigeishi H., Nishi H., Tobiume K., Takechi M. (2018). Candida albicans β-glucan-containing particles increase ho-1 expression in oral keratinocytes via a reactive oxygen species/p38 mitogen-activated protein kinase/Nrf2 pathway. Infect. Immun..

[45] Lipke P.N. (2018). What we do not know about fungal cell adhesion molecules. J. Fungi.

[46] Franco M.E., Bitencourt T.A., Marins M., Fachin A.L. (2017). In silico characterization of tandem repeats in Trichophyton rubrum and related dermatophytes provides new insights into their role in pathogenesis. Database (Oxford).

[47] Bitencourt T.A., Macedo C., Franco M.E., Assis A.F., Komoto T.T., Stehling E.G., Beleboni R.O., Malavazi I., Marins M., Fachin A.L. (2016). Transcription profile of Trichophyton rubrum conidia grown on keratin reveals the induction of an adhesin-like protein gene with a tandem repeat pattern. BMC Genom..

[48] Levdansky E., Sharon H., Osherov N. (2008). Coding fungal tandem repeats as generators of fungal diversity. Fungal Biol. Rev..

[49] Wang C., St Leger R.J. (2007). The MAD1 adhesin of Metarhizium anisopliae links adhesion with blastospore production and virulence to insects, and the MAD2 adhesin enables attachment to plants. Eukaryot. Cell.

[50] de Abreu M.H., Bitencourt T.A., Franco M.E., Moreli I.S., Cantelli B.A.M., Komoto T.T., Marins M., Fachin A.L. (2020). Expression of genes containing tandem repeat patterns involved in the fungal-host interaction and in the response to antifungals in Trichophyton rubrum. Mycoses.

How the deposited data were processed for this re-analysis (not part of the article)

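MicroRNA libraries of PMA-differentiated THP-1 macrophages, 3 co-cultured for 24 h with inactivated germinated *T. rubrum* conidia and 3 control cultures, were compared. The authors trimmed the reads with Trim Galore!, mapped them to hg38 with Bowtie, counted them on miRBase microRNAs with HTSeq and deposited raw counts per mature microRNA, 2652 names in each library. Settings for mismatches and for reads with several loci are not given in the sources used here, and replicates were not pooled. The authors also deposited a table of their edgeR comparison, with a log2 fold change, a mean log2 CPM, a likelihood ratio statistic as a score and an unadjusted p-value for 2647 names. Its filter, normalization and dispersion settings are not stated. The labels and the paper agree on condition and replicate number for all 6 libraries. They differ on the RNA extraction kit, and the growth text of the labels mentions keratinocytes.

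Between 4592725 and 7227198 counts were deposited per library. At this depth a count of 0 in all libraries of a group was read as up to 3 counts over the group. Intervals for ratios are 95% exact (Clopper-Pearson) intervals. Both cover counting error only. A fold bound against the limit takes the reads of the other group as exact and leaves out their counting error.

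From the counts, log2 fold changes (prior count 0.125), standard errors and p-values were computed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, estimateDisp, glmQLFit with its default settings, glmQLFTest) for the 1354 microRNAs with at least 1 count over the 6 libraries. The p-values were adjusted by the Benjamini-Hochberg method and 0.05 was the threshold. CPM values are normalized by TMM. For named microRNAs an exact two-sided permutation test of log2(CPM + 1) was added, whose smallest p is 0.1. The fit had no covariate, since the paper states no pairing.

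The named microRNAs were chosen by a rule written before the count files were read, when the values of Table 1 had been seen. The rule takes the microRNAs chosen for RT-PCR, those of Tables 2 and 3, relatives by number of the former, those the discussion or the reference titles name, up to 5 higher and 5 lower calls without overlap between groups, the 5 most abundant, those with a printed p of 0.000 in Table 1 and the 2 largest printed fold changes in each direction. The rule gave 41 microRNAs.

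Alternatives set before the data were examined were edgeR's exact test with tagwise dispersions, with the common dispersion and with a dispersion of 0, its likelihood ratio test, DESeq2 1.42.0, limma-voom (limma 3.58.1), DESeq2 size factors, library size only, upper-quartile factors, filterByExpr, at least 10 counts over the 6 libraries, at least 10 counts in every library, leaving out each library in turn and the replicate number as a block. A prior count of 2 was added for the named fold changes. After the data were seen, edgeR's newer quasi-likelihood method (legacy=FALSE), thinning of every library to the smallest total, and a search for the settings behind the authors' deposited table were added, as were the lower bounds without each library and the shares of microRNAs without overlap in the other splits.

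The tests were tested on simulated data. Counts for the real microRNAs were drawn from the real means and library sizes, with 200 microRNAs changed 2-fold. For the comparison of co-culture with control, the quasi-likelihood test recovered 85.0% of the 200 among 1240 microRNAs, and 2.86% of its calls were false. With no change simulated it made 0 calls, also where the spread was drawn to differ between microRNAs. Each of these was a single simulated set. The other splits of the real libraries into 3 and 3 gave 1 to 10 calls. The simulation therefore does not show the rate of false calls in the real libraries. The replicate libraries of a group differed from each other by 12.3 to 25.8 times the sampling noise (chi-square per degree of freedom), so none is a copy of another.

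Precursor positions and sequences are from GENCODE release 44 on the same genome build. miR-10395 was not found there by name. The RT-PCR, interleukin, LDH and ROS measurements were not analysed here.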

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

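The tests of TMM normalization and of the low-count filters as explanations were chosen after the result was seen, as were thinning, legacy=FALSE and what the splits of the libraries were expected to show for the numbers of calls. Of the 11 microRNAs with an adjusted p under 0.05, 5 are outside Table 1 and are not discussed by the paper. They were miR-222-5p, with a log2 fold change of 0.44 (standard error 0.08), miR-99b-5p with 0.30 (standard error 0.05), miR-19b-3p with −0.35 (standard error 0.06), miR-10a-5p with −0.25 (standard error 0.06) and miR-1307-5p with −0.30 (standard error 0.07). miR-222-5p and miR-1307-5p fall outside the rule for named microRNAs, because their groups overlap, and were named after their values were seen. Their exact two-sided permutation p was 0.3 and 0.2, with 3 libraries in each group, while it was 0.1, the smallest possible, for the other 3. miR-222-5p had 155 ± 49.4 CPM (SD, n = 3) in the controls and 211 ± 40.2 CPM (SD, n = 3) in co-culture. Its log2 fold change was 0.28 without control replicate I and also without co-culture replicate II, where it lost the call, and 0.73 without control replicate II. That of miR-1307-5p was −0.19 without control replicate I, and between −0.41 (without co-culture replicate I) and −0.25 without any other library.

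Several technical explanations were tested. The difference in library size between the groups is not the whole cause for the 4 other than miR-1307-5p. All 4 stayed past the threshold after every library was thinned to the smallest total. For miR-1307-5p that cause stays open, since its adjusted p was then 0.0491. The thinning was a single random draw for all 5. It evens out depth only, so anything else that differs along with depth stays open. TMM normalization is not the whole cause for miR-222-5p, miR-99b-5p and miR-19b-3p, since all 3 stayed past the threshold with DESeq2 size factors, with library size only and with upper-quartile factors. Of miR-10a-5p and miR-1307-5p, 0 stayed past it with all of them, so their calls depend on the scaling. Their log2 fold changes stayed between −0.234 and −0.219 for miR-10a-5p and between −0.287 and −0.272 for miR-1307-5p with these scalings. This argues against TMM normalization as the whole cause of their changes. With upper-quartile factors the adjusted p was 0.124 for miR-10a-5p and 0.0980 for miR-1307-5p, and with library size only it was 0.0616 for miR-1307-5p. No single library made the direction or the unadjusted call, since all 5 kept their direction and an unadjusted p under 0.05 without any 1 library. Adjusted calls were lost, however. Without control replicate II, miR-99b-5p was at 0.264, miR-19b-3p at 0.118, miR-10a-5p at 0.261 and miR-1307-5p at 0.324, and without co-culture replicate III miR-10a-5p was at 0.0642 and miR-1307-5p at 0.244. Without control replicate I, miR-222-5p was at 0.115 and miR-1307-5p at 0.685, and without co-culture replicate II both were at 0.157. For reads shared between paralogs, 0 of the 5 had a relative whose counts tracked its own more closely than counting error allows. The relatives miR-99a-5p and miR-19a-3p had 1094 and 1806 counts, against 84924 for miR-99b-5p and 19896 for miR-19b-3p. Reads counted at both are too few to make the whole of these changes, which argues against this explanation for miR-99b-5p and miR-19b-3p. For miR-222-5p, miR-10a-5p and miR-1307-5p it stays open, since partial sharing would leave no such trace.

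The spread estimated with low-count microRNAs in the fit was tested as an explanation with 3 low-count filters. For miR-222-5p and miR-1307-5p the tables leave it standing, since 0 of these passed the threshold with any filter. Their lowest adjusted p was 0.417 and 0.326, with at least 10 counts in every library. DESeq2 and limma-voom, which estimate the spread in other ways, did not call them either, with adjusted p of at least 0.299. For the other 3 the values go both ways and the explanation stays open. Only 1 of them passed with a filter, miR-10a-5p with filterByExpr, at an adjusted p of 0.0333. With filterByExpr, miR-99b-5p was at 0.167 and miR-19b-3p at 0.123. With at least 10 counts over the 6 libraries miR-10a-5p and miR-99b-5p were at 0.0983 and miR-19b-3p at 0.108, and with at least 10 counts in every library they were at 0.0601, 0.0601 and 0.0638. All 3 passed with DESeq2 and limma-voom, the highest adjusted p being 0.0338 for miR-19b-3p with limma-voom. Other tests lost some of them. By the exact test with tagwise dispersions and the likelihood ratio test, miR-99b-5p was at 0.0630 and 0.0628 and miR-19b-3p at 0.0575 and 0.0580. miR-10a-5p passed both, at 0.0223 and 0.0224. By the exact test with the common dispersion miR-10a-5p was at 0.195, while miR-99b-5p and miR-19b-3p passed, at 0.0321 and 0.00646. The prior degrees of freedom of the fit, which say how far a microRNA's own spread is replaced by the common one, were infinite over all 1354 microRNAs, 7.55 with at least 10 counts over the libraries, 6.35 with at least 10 in every library and 5.93 with filterByExpr. A microRNA with a large spread between replicates, such as miR-222-5p, may therefore be called only because its own spread was not used. The standard errors of the main fit leave that spread out as well. With legacy=FALSE the adjusted p of miR-222-5p was 0.549 and that of miR-1307-5p 0.510, and it was 0.0386 for miR-99b-5p, miR-19b-3p and miR-10a-5p. The self-test does not support this explanation further. Data simulated without a change and with a spread differing between microRNAs gave 0 calls without a filter. They also gave 0 with at least 10 counts over the libraries. The self-test does not argue against the explanation either, since it was a single draw. The other splits of the real libraries into 3 and 3 gave 1 to 10 calls without a filter. That simulation was also added after the effect of the filter was seen. An effect of co-culture stays open for miR-99b-5p, miR-19b-3p and miR-10a-5p as a hypothesis beside the technical explanations left open above.

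The 6 libraries can be split into 3 and 3 in 10 ways. At an adjusted p under 0.05 the real split was the only 1 of the 10 with 11 calls, and the split of control I, control III and co-culture I against the others gave 10. At an unadjusted p under 0.05, 2 of the 10 splits gave as many as the real 74, and that other split gave 81. Chance cannot be excluded for either count, since 10 splits allow no share under 0.1.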

How the results depend on the processing

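The quasi-likelihood method with legacy=FALSE and the thinning of libraries were chosen after seeing the data, and the other alternatives before. The log2 fold change of miR-10395-5p kept its direction and its side of the threshold under every alternative run. All 81 microRNAs of Table 1 kept the printed direction wherever they were tested. The stricter filters tested fewer of them, 44 with filterByExpr and 37 with at least 10 counts in every library.

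The 11 calls at an adjusted p under 0.05 (5 higher, 6 lower in co-culture) depended on the test and the filter. There were 3 calls (1 higher, 2 lower) with the exact test and tagwise dispersions and also with the likelihood ratio test, 5 (2 higher, 3 lower) with DESeq2 and 7 (1 higher, 6 lower) with limma-voom. The exact test with dispersion 0, which takes counting error as the only spread, gave 83 calls (41 higher, 42 lower). There were 2 calls (0 higher, 2 lower) with filterByExpr, and 1 call (0 higher, 1 lower) both with at least 10 counts over the libraries and with at least 10 counts in every library. The legacy=FALSE method gave 5 calls (2 higher, 3 lower). The exact test with the common dispersion gave 12. Scaling moved the split between directions, to 5 higher and 4 lower with library size only and to 5 higher and 3 lower with upper-quartile factors. Without each library in turn the count ranged from 2 (without control replicate II) to 11, with 1 to 4 higher and 1 to 8 lower. It was 7 without co-culture replicate II and 6 without co-culture replicate III. The prior degrees of freedom were 7.55, 5.93 and 6.35 with the 3 filters in place and infinite without them. Whether this made the difference in the number of calls was not tested by itself.

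The 74 calls at an unadjusted p under 0.05 (34 higher, 40 lower) became 43 (19 higher, 24 lower) with the exact test and tagwise dispersions, 158 (77 higher, 81 lower) with dispersion 0, 27 (12 higher, 15 lower) with DESeq2, 34 (11 higher, 23 lower) with filterByExpr, 46 (24 higher, 22 lower) with at least 10 counts over the libraries and 40 (22 higher, 18 lower) with at least 10 counts in every library. limma-voom gave 105 calls, 61 of them higher. With library size only, 40 were higher and 29 lower, and with upper-quartile factors 45 were higher and 24 lower. Apart from the filters, which test fewer microRNAs, the cause was not tested. Without each library in turn the count ranged from 58 to 80, with 28 to 36 higher and 27 to 45 lower.

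With the replicate number as a block, the count at an adjusted p under 0.05 was 20 (7 higher, 13 lower) and at an unadjusted p 71. The correlations of the deviations of same-numbered libraries from their group means were 0.07, 0.15 and 0.15. Those of differently numbered libraries were all lower, from −0.17 to 0.04. A pairing by number is therefore not excluded. The paper states none, so the replicate block fit is given as an alternative only.

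For the 41 named microRNAs, 40 of which had counts, 662 of the values under alternatives set before the data were examined kept direction and side of the threshold, 57 lost the call, 27 gained it and 21 changed sign. Of the 27 gained calls, 17 were with the exact test with dispersion 0. The others, with their adjusted p, were let-7a-5p and let-7c-5p with limma-voom (0.00385 and 0.0101) and the replicate block (0.000121 and 0.00185), miR-331-3p and miR-4485-3p with the exact test with the common dispersion (0.0379 and 0.0321) and the block (0.0258 and 0.0326), miR-378d with the block (0.0396), and miR-19a-3p without co-culture replicate I (0.0150). The changes of sign were in microRNAs without a call. miR-124-5p changed sign with the exact test with tagwise dispersions and the likelihood ratio test (both −0.0209), DESeq2 (−0.0190), limma-voom (−0.42), filterByExpr (−0.00125), the replicate block (−0.0747) and thinning (−0.00955), and it ranged from −0.84 to 0.67 without each library in turn. miR-155-5p was −0.0055 and miR-92a-3p −0.00485 with filterByExpr, and they ranged from −0.0185 to 0.0393 and from −0.0153 to 0.0655 without each library. miR-30c-5p was 0.00212 with library size only and 0.00444 with upper-quartile factors. Without each library, miR-146a-3p ranged from −0.20 to 0.37 and miR-191-5p from −0.0113 to 0.0893. The cause was not tested.

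The correlation between arms of a precursor ranged from −0.00140 to 0.129 without each library in turn. The median log2 fold change of the inflammatory microRNA list ranged from 0.0183 to 0.0564 over the same fits, and without control replicate I, at 0.0458, it passed the threshold of limma's fry with a p of 0.0471. Depth limits the microRNAs chosen for RT-PCR and those with the largest printed fold changes, which have between 5 and 27 counts over the 6 libraries.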

Differences from the paper's values

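The paper states 83 modulated microRNAs, 50 induced and 33 repressed. At an adjusted p under 0.05, the criterion of its methods, the recomputed counts were 11, 5 and 6 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the alternatives set before the data were examined, the exact test with dispersion 0 gave 83 calls in all, the paper's number, with 41 higher and 42 lower, and all 3 counts then fall within 1.5 times the paper's. Of the 83, 28 are in the printed Table 1, so 53 of its 81 microRNAs are dropped. Under each of the other alternatives set before the data were examined all 3 counts stayed more than 1.5 times below the paper's, between 1 and 20 calls. The 2 alternatives chosen after the data were seen gave 5 and 9.

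At an unadjusted p under 0.05, the criterion in the note to Table 1, the recomputed counts of 74, 34 and 40 are within 1.5 times the paper's. The number induced is the closest to that limit. It is outside it under 13 of the alternatives set before the data were examined. These are the 6 named next for the total (19, 77, 12, 11, 24 and 22 calls in that order), the exact test with the common dispersion (27), the replicate block (28) and the fits without control replicate I, II or III (31, 31 and 29) and without co-culture replicate I or III (28 and 31). The number repressed is outside it with dispersion 0 (81), DESeq2 (15) and at least 10 counts in every library (18). The total is outside it under 6 of these alternatives, with 43 calls by the exact test with tagwise dispersions, 158 with dispersion 0, 27 by DESeq2, 34 with filterByExpr, 46 with at least 10 counts over the libraries and 40 with at least 10 counts in every library.

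The text's number of induced microRNAs, 50 by the paper, differs from its Table 1, which prints 48, and from the authors' deposited table, which also has 48. The number repressed is 33 in each. Of the 81 microRNAs of Table 1, 29 had an unadjusted p of 0.05 or more in the recomputed values, among them miR-148a-3p, printed with a p of 0.000, at 0.0715. The exact test with dispersion 0 calls miR-148a-3p, with an adjusted p of 1.65e-49. The exact test with the common dispersion calls miR-331-3p and miR-4485-3p of Table 1, with adjusted p of 0.0379 and 0.0321. At an unadjusted p under 0.05, the alternatives call 14 to 61 of the 81. The paper describes miR-1291, miR-23c and miR-6747 as modulated. All 3 had the paper's direction and an unadjusted p under 0.05, and none had an adjusted p under 0.05 under any alternative run, the lowest being 0.299 for miR-6747-3p.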

Other observations

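The tests of shared reads and of the dispersions behind the deposited table, and the search for the authors' settings, were chosen only after the results were seen.

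A list of 18 names of microRNAs tied to NF-kB or macrophage activation was fixed before the count files were read. Higher values were predicted in co-culture. The list held miR-147b beside miR-147b-3p, and only the latter name had counts. Of the 18 names, 17 had counts. Their median log2 fold change was 0.03, and 0.03 over the 16 with a mean of at least 10 counts per library. fry gave a p of 0.235, camera 0.113 with its preset correlation of 0.01 and 0.328 with an estimated correlation. None of these passes 0.05. Other fits gave a p under 0.05 in the predicted direction. With the preset correlation camera gave 0.0156 with library size only (median 0.0553), 0.0175 without control replicate I and 0.0456 without co-culture replicate II, and fry gave 0.0471 without control replicate I. With the estimated correlation camera gave at least 0.0674 in every fit. The list therefore shows no change in the planned test, and the outcome depends on the scaling and on single libraries. A median as far from 0 came up in 7 of the 10 splits of the libraries, so chance cannot be excluded. One microRNA, miR-212-5p, passed an adjusted p of 0.05, both adjusted over the list alone (0.00135) and over all tested (0.0120), and it is among those Table 1 picked from these libraries. Its call over all tested was kept under 9 of the alternatives, 3 of them fits without 1 library. Among others, it was lost with DESeq2 (adjusted p = 0.987), limma-voom (0.214), thinning (0.161) and legacy=FALSE (0.202). Without control replicate II it was lost too, at 0.726. The title of a cited study reports induction of miR-132 by *Aspergillus fumigatus*, without naming an arm. Here miR-132-3p had a log2 fold change of 0.17 (standard error 0.07, adjusted p = 0.727, edgeR) and miR-132-5p of 0.36 (standard error 0.19, adjusted p = 0.789, edgeR). miR-155-5p was at 0.01 (standard error 0.05) and miR-146a-5p at −0.11 (standard error 0.05), with adjusted p of 0.936 and 0.789 in edgeR's test.

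Both arms of a precursor come from the same transcript, so a change in transcription would move both. Across 104 precursors with a mean of at least 10 counts per library in each arm, the log2 fold changes of the arms had a Pearson r of 0.07 (permutation p = 0.433) and a Spearman rho of −0.03 (permutation p = 0.795), across microRNAs, which are not independent replicates. In 7 of the 10 splits the correlation was as high as in the real one, so chance cannot be excluded. The widest gap was in the microRNA with the lowest adjusted p, miR-10395-5p, at −2.25 against −0.36 for miR-10395-3p. No biological explanation was tested for this gap.

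MicroRNAs with few counts that all fall in a single group get the largest fitted fold changes. Of the 169 microRNAs with 5 to 10 counts over the 6 libraries, 10 had all counts in 1 group, and all 10 are in Table 1. Random assignment of the counts by depth gives 5.97 on average, with a 95% range of 2 to 11 (10000 simulations). Counting error alone could therefore account for the 10, and an effect of co-culture on some of them stays open.

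MicroRNAs of the same number had near-identical counts in several cases. If the same reads were counted for both, the ratio of their counts would vary less over the 6 libraries than independent counting allows. Among the 96 pairs of the same number, and of the same arm where both names give an arm, with a mean of at least 100 counts per library, 5 pairs passed this test at an adjusted p under 0.05 (lower tail of the chi-square test over the libraries), against 0 of 23454 pairs of different numbers. The 5 were miR-199a-3p with miR-199b-3p, miR-365a-3p with miR-365b-3p, miR-18a-5p with miR-18b-5p, miR-151a-5p with miR-151b, and miR-30a-3p with miR-30e-3p, named after their values were seen. miR-199a-3p had 10929 counts and miR-199b-3p 5461, a ratio of 2.00, and miR-199a is annotated at 2 loci while miR-199b is annotated at 1. A candidate explanation is reads shared between paralogs, with a read that matches several loci counted once at each. Such pairs would not be independent microRNAs in a count of calls, and 2 microRNAs of the 5 pairs are in Table 1. Other microRNAs of Table 1 did not pass but had near-equal counts, such as let-7g-5p with 232043 and let-7i-5p with 231991. More shared entries are therefore not excluded. Opposite arms of a number passed in 1 of 103 pairs, miR-625-3p with 620 counts and miR-625-5p with 616. Reads shared between paralogs would not explain that pair. Opposite arms were set apart as a class of their own after this pair was seen.

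The authors' deposited table was set beside 77 edgeR settings, plus 121 single values of the dispersion, to find how it was made. Its log2 fold changes match library size only without a block, with a difference of −5.2e-05 on average (SD 0.000156 over 92 microRNAs with a log2 CPM over 8), while TMM is shifted by 0.0328. None of the 77 settings gave its likelihood ratio statistics, the highest correlation of their square roots being 0.874. Some settings gave 81 calls, the number in Table 1. Among them was library size only with tagwise dispersions from estimateDisp, with a correlation of 0.873. An equal number does not show that the same microRNAs were called. For miR-148a-3p the authors' deposited table gives a statistic of 280.0 at a log2 fold change of −0.06, and counting error alone as the spread gives 104.6. It was the 1 microRNA of the 81 whose statistic exceeded that from counting error. A candidate explanation for which abundant microRNAs Table 1 lists is a dispersion in the authors' fit that depends on abundance. The dispersion implied by the authors' deposited table was taken for the 10 nearest unlisted microRNAs by abundance. It had a median of 0.00478 around 29 microRNAs of Table 1 and 0.0243 around 15 that the recomputed test called at an unadjusted p under 0.05 and Table 1 does not list, a ratio of 0.197 (permutation p = 0.0561, 100000 resamples). The explanation and chance cannot be told apart, since the microRNAs are few.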
